A study of Mus musculus with 50 samples. Its data were reported in "High glucose macrophage exosomes enhance atherosclerosis by driving cellular proliferation & hematopoiesis" (2021).

How the data were processed

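MicroRNA (miRNA) levels were taken from the processed table that the authors deposited, which gives normalized counts for 1288 mouse miRNA entries in 50 samples. The groups were Ly-6Chi monocytes of Akita and wild-type mice (Mono-Akita and Mono-WT, n = 6 each), Ly-6Chi monocytes of streptozotocin-treated and citrate-treated mice (Mono-STZ and Mono-citrate, n = 3 each), and peritoneal macrophages of Akita and wild-type mice (PM-Akita, n = 9, and PM-WT, n = 7). Bone marrow-derived macrophages (BMDMs) had been kept in high or normal glucose (BMDM-HG and BMDM-NG, n = 4 each), and the exosomes these cells shed formed another pair of groups (BMDM-HG-exo and BMDM-NG-exo, n = 4 each).

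According to the paper, red cells were lysed and monocytes sorted on CD11b, CD115 and Ly-6C, while peritoneal lavage cells were plated for some hours before RNA was taken. Exosomes were collected in medium with exosome-depleted serum, purified on an iodixanol cushion and gradient, and treated with RNases before RNA was isolated with Qiagen miRNeasy Mini kits. Small RNA libraries were built with NEXTflex kits and selected on gels. Adapters and random end bases were clipped with cutadapt, short or poor reads and reads of vectors and ribosomal RNA were dropped, and the rest were counted with sRNABench on the GRCm38 genome and miRBase. Gel selection and clipping confine the data to RNA of miRNA size. How much RNA outside vesicles remained after RNase treatment was not measured, and sorting and plating leave other cell types at an unmeasured level.

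The signal values, normalized counts as deposited, had been made by the authors by dividing read counts by a DESeq2 median-ratio size factor for each library. The size factors rested on the 73 entries above 0 in every library, and a recomputation from these entries matched the deposited scale to a relative difference of 3.11e-15. Dividing every column by its smallest step gave whole reads throughout, with a largest relative distance from a whole multiple of 7.85e-15. For 27 columns the recovered reads also passed an automatic test, and the other 23 columns held too few low values for that test. A size factor built on 73 abundant miRNAs gives relative levels, so a shift of most miRNAs together in a cell type is absorbed into the scale. Entries that join several miRNA names (11) were kept as a single miRNA each, and 38 entries were identical to another entry in every library. No pair of libraries of a group were copies of each other (117 pairs, smallest chi-square per degree of freedom 19.6).

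Each comparison was tested with limma (version 3.58.1 in R 4.3.3; linear model, empirical Bayes with a mean trend) on log2 of the normalized count plus 1, for miRNAs with a mean of at least 10 in the samples compared. A miRNA was called changed at a Benjamini-Hochberg adjusted p below 0.05, for 6 comparisons and 3 interaction tests of whether a difference itself differs between cell types or models. The exosome against cell comparison carried a term for glucose. Alternative settings were a pseudocount of 5, no filter, a mean of at least 100 and scaling of the recovered reads to library totals (CPM). Others were array weights, a fit over all groups, a term for the day or series, and each library left out in turn. The replicate block was a fixed term for each replicate number, or for the preparation date in exosomes. Only libraries with a shared number or date inform its difference, 2 pairs in BMDMs and 2 in streptozotocin monocytes. The count-model tests were edgeR 4.0.16 (quasi-likelihood, TMM scaling) and DESeq2 1.42.0 (Wald) on the recovered reads. Further settings were random thinning of the BMDM libraries to exosome depth and of the monocyte libraries to a common depth, and a filter of at least 5 reads in the exosomes. Seeds were fixed, and figures were drawn with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15.

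miRNA groups were tested with camera (preset correlation 0.01, lists of at least 3 measured members), with camera on an estimated correlation, and with fry, a test of the list by itself, in a single direction or mixed. A list is said to pass without a named test only where camera did. The 18 lists, the tests and the rule for naming miRNAs were fixed before the data were examined. They are markers of red cells, lymphocytes, granulocytes and myeloid cells in general, endothelium and platelets, stroma and smooth muscle, epithelium, and liver and serum. The others are NF-kB-linked inflammatory miRNAs, hypoxia miRNAs, miRNAs that target Abca1, the miR-17-92 cluster and its paralogs, the let-7, miR-15/16, miR-29 and miR-30 families, the Dlk1-Dio3 cluster, a set of miR-99a, miR-146b and miR-378a (the miR-99a set), and a list of 5 miRNAs named by the study. Lists share members: miR-486a/b-5p is in the red cell, Abca1 and study-named lists, miR-144-3p in the red cell and Abca1 lists, miR-126a-3p in the endothelial and study-named lists, and miR-16-5p in the miR-15/16 and study-named lists. Likewise miR-10b-5p and miR-145a-5p are stromal and Abca1 members, miR-106b-5p is in the Abca1 and miR-17-92 lists, and miR-146b-5p is in the inflammatory list and the miR-99a set.

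The miRNAs printed in the text were fixed by rule: the study-named list, up to 10 highest and 10 lowest log2 fold changes that passed, all that passed plus the 5 smallest unadjusted p where fewer than 10 passed, and up to 4 members of each described list. The tests were checked on simulated data that kept the real noise of each comparison, with 200 miRNAs altered in each of 5 simulated sets, divided between a 2-fold and a 4-fold change. Shares are of altered miRNAs that passed the filter, summed over the sets (404 at 2-fold in exosomes, 178 in BMDMs). At a 2-fold change limma recovered 0.990% in the exosome glucose comparison, 67.4% in BMDMs, 10.7% in Akita monocytes, 21.2% in streptozotocin monocytes, 75.4% in peritoneal macrophages and 10.2% for exosomes against cells. At a 4-fold change the shares were 7.13%, 82.7%, 26.6%, 41.4%, 93.0% and 27.3%.

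Some libraries share a number between groups. In exosomes the preparation dates of the labels pair each BMDM-HG-exo library with a BMDM-NG-exo library, and the correlation within these 4 pairs ran from -0.09 to 0.06 after group means were removed, with the partner the best match of a BMDM-NG-exo library in 1 of 4. In the other groups only a replicate number is shared, which the labels do not tie to an animal or culture. Monocyte columns of Akita and wild-type mice carry 2 marks of day and month (called the first and the second day mark) with differing years: at the second mark all 3 Mono-Akita libraries bear a year that 2 of 3 Mono-WT libraries lack, and the other bears both, so at most 1 Mono-WT library shares the Mono-Akita year there, too few for a comparison. At the first mark 3 Mono-WT and 2 Mono-Akita libraries share a full date. Titles of peritoneal macrophages carry the letters a and b, which the labels do not explain and which are called series here. Results within marks, the shared full date and series are given. The human samples, the mouse messenger RNA and the cell function assays of the study were not used here. Exact rank, permutation and Fisher tests are named where they appear, and gene positions are from GRCm38.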

Results

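Small RNA sequencing measured miRNAs in 50 mouse samples of 10 groups. Libraries held from 5319602 to 17350907 miRNA reads in BMDMs and peritoneal macrophages, from 1696795 to 7402349 in monocytes of the streptozotocin (STZ) experiment, from 128692 to 2777562 in monocytes of the Akita experiment, and from 19740 to 64446 in exosomes. A miRNA present at 3 reads would read 0.451 to 1.21 normalized counts in BMDMs and peritoneal macrophages, 0.851 to 46.0 in monocytes and 69.8 to 277 in exosomes. Levels below are mean normalized counts ± SD, fold changes are log2 ± standard error (SE) on the normalized count plus 1, a scale that understates changes of scarce miRNAs, and adjusted p values are from limma unless another test is named. Exosome titles carry 4 preparation dates per group, while the labels of the cells do not say whether samples of a group are separate animals or cultures, so p values of cells measure spread between samples that may be technical. Floors and at-least folds cover counting error only.

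To ask which miRNAs differ in classical Ly-6Chi monocytes when diabetes is induced with STZ, Mono-STZ was compared with Mono-citrate (n = 3 each). The abundant miR-21a-5p, an inflammation-linked miRNA in Vmp1 (chr 11: 86584067-86584158, overlapping an exon), had 385261 ± 63543 counts in Mono-STZ against 218442 ± 18588 in Mono-citrate (0.81 ± 0.18). miR-15a-5p stood at 2496 ± 151 against 1209 ± 307 (1.07 ± 0.23). In the other direction were let-7d-3p, from a hairpin in an exon of a long noncoding RNA (chr 13: 48536012-48536114), at 8768 ± 975 against 18130.5 ± 5065 (-1.02 ± 0.21), and miR-25-3p at 9808 ± 1574 against 17179 ± 1453 (-0.82 ± 0.17). These 4 miRNAs lay outside the Mono-citrate range in 3 of 3 Mono-STZ samples, an event that chance gives 10% of the time for 3 against 3, and none passed the threshold (adjusted p = 0.0737 for each). DESeq2 called all 4 (adjusted p = 6.29e-05 for let-7d-3p and miR-25-3p, 0.000111 for the others). Of 377 miRNAs tested, limma and edgeR called 0, and DESeq2 called 19 (12 up, 7 down). Without adjustment limma had 50 (32 up, 18 down) and edgeR 50, where chance would give 18.9. Leaving out Mono-STZ 2 gave 2 calls, the replicate block 1, a mean of at least 100 or the fit over all groups 4, and sample weights 6.

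Among the miRNAs named by the study, Mono-STZ held miR-99b-5p at 636 ± 312 against 314 ± 115 (log2 fold change 0.98 ± 0.43, adjusted p = 0.362) and miR-423-3p at 4675 ± 657 against 3393 ± 758 (log2 fold change 0.48 ± 0.21, adjusted p = 0.362). miR-126a-3p (0.22 ± 0.61), miR-16-5p (0.16 ± 0.15) and miR-486a/b-5p (-0.38 ± 0.23) were closer to equal. Red cell miR-451a was 1749 ± 167 against 878 ± 273 (log2 fold change 1.03 ± 0.26, adjusted p = 0.128, 3 of 3 above), myeloid miR-142a-3p 0.68 ± 0.18 (adjusted p = 0.128), and miR-148a-3p, which targets Abca1, -0.86 ± 0.23 (adjusted p = 0.135). miR-106b-3p, whose hairpin lies in Mcm7 like that of miR-25, was 1251 ± 245 against 2333 ± 214 (log2 fold change -0.91 ± 0.22, adjusted p = 0.113, 3 of 3 below). No list passed camera (smallest adjusted p 0.697) or fry in a single direction. Over all miRNAs tested limma, CPM scaling and edgeR called 0 members, and DESeq2 called 1 red cell (miR-451a), 1 granulocyte and myeloid, 1 epithelial, 1 inflammatory and 1 miR-15/16 miRNA up and 2 miR-17-92 miRNAs down. Mixed fry, which asks for changes of either sign, passed for epithelial (adjusted p = 0.00386), miR-30 (0.01002), miR-17-92 and miR-29 (0.0290 each), Abca1 (0.0327) and miR-15/16 (0.0440) miRNAs. Adjusted over the list alone, members that rose were 1 of 6 red cell, 1 of 4 granulocyte and myeloid, 2 of 6 epithelial, 2 of 7 inflammatory, 1 of 14 miR-17-92 and 1 of 4 miR-15/16 miRNAs. Those that fell were 1 of 12 Abca1 and 2 of 14 miR-17-92 miRNAs. The lymphocyte (7), endothelial and platelet (4), stromal (3), liver (3), hypoxia (1), let-7 (9), miR-29 (3), miR-30 (5), miR-99a set (3) and study-named (5) lists had 0, and no Dlk1-Dio3 member was measured.

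Monocytes of Akita mice, which carry a mutant insulin gene, were then compared with those of wild-type mice (n = 6 each) to ask whether genetic diabetes alters the same cells. miR-338-3p, encoded in an intron of Aatk (chr 11: 120014765-120014862), fell below detection: it read 0 in all 6 Mono-Akita samples and 176 ± 221 counts (51 to 193 reads) in Mono-WT, at least 12.9-fold lower (log2 fold change -6.83 ± 1.31, adjusted p = 0.0251, 6 of 6 below). That bound is 6.34-fold without Mono-WT 2 and 24.4-fold without Mono-Akita 1. edgeR did not call it (adjusted p = 0.0896), nor did limma with a pseudocount of 5 (0.0716), the replicate block (0.151) or thinning (0.117), and DESeq2 did (1.23e-05). Its log2 difference was -7.31 ± 3.05 at the first day mark, -6.36 ± 1.58 at the second, and -7.31 ± 2.99 among 3 Mono-WT and 2 Mono-Akita libraries with the same full date. It was the only call among 386 miRNAs, was lost when any library other than Mono-WT 2 was left out, and was joined by others without Mono-WT 2 (4 calls). edgeR called 0 (52 unadjusted) and DESeq2 called 2 (miR-338-3p down, miR-486a/b-5p up). Without adjustment limma had 31 (4 up, 27 down), where chance would give 19.3. Mono-Akita libraries were shallower, with a median of 830996 reads against 2461850 in Mono-WT, and 154 to 322 miRNA entries detected against 248 to 424. Depth thus went with genotype, which bears on readings of 0 in Mono-Akita and on the excess of unadjusted declines. The median log2 change was -0.48 over all miRNAs, -0.01 among abundant miRNAs, and 0.03 with edgeR and 0.07 with DESeq2.

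miR-486a/b-5p, a red cell-enriched miRNA from an intron of Ank1 (chr 8: 23142555-23142682), stood at 8017 ± 2091 counts in Mono-Akita against 4799.9 ± 676 in Mono-WT (1.67-fold, log2 fold change 0.71 ± 0.19, adjusted p = 0.287, 5 of 6 above all Mono-WT). DESeq2 called it (adjusted p = 0.0132), and its difference was 0.76 ± 0.28 at the first day mark, 0.65 ± 0.22 at the second and 0.71 ± 0.24 within the same full date. Red cell miR-451a was nearly level (1742 ± 765 against 1546 ± 716, 0.18 ± 0.39), and miR-144-3p was -4.14 ± 1.53. let-7b-5p stood at 88924 ± 14440.0 against 71973 ± 8638 (0.30 ± 0.10), a difference of the second day mark (0.58 ± 0.10) that the first (0.01 ± 0.10) and the same full date (0.06 ± 0.13) lack. miR-467c-5p (55.9 ± 38.1 in Mono-WT) and miR-219a-1-3p (38.3 ± 36.9) read 0 in all 6 Mono-Akita samples, at least 4.09-fold and 2.80-fold lower. These bounds were 7.74-fold and 5.30-fold without Mono-Akita 1. They were as low as 3.46-fold for miR-467c-5p (without Mono-WT 4) and 1.99-fold for miR-219a-1-3p (without Mono-WT 3_4_1004). Both miRNAs also had a lowest reading of 0 in Mono-WT. miR-450b-5p was -4.60 ± 1.47. Of the other study-named miRNAs, miR-99b-5p was 1.22 ± 1.67 (0.02 ± 3.30 at the first day mark, 2.42 ± 0.57 at the second), miR-126a-3p -1.98 ± 1.67 (1.41 ± 2.17 within the same full date), miR-16-5p 0.06 ± 0.11 and miR-423-3p 0.07 ± 0.24 (-0.02 ± 0.40 at the first day mark). No list passed camera (smallest adjusted p 0.0838, for let-7) or fry, and 0 members passed over all miRNAs (with DESeq2 miR-486a/b-5p, in 3 lists). Adjusted over the list alone, 1 of 6 red cell miRNAs rose (miR-486a/b-5p) and 1 fell (miR-144-3p), 1 of 12 Abca1 miRNAs rose, and so did 1 of 5 in the study-named list, the same miRNA and not independent evidence. The counts were 0 for lymphocyte (7), granulocyte and myeloid (4), endothelial (4), stromal (3), epithelial (6), liver (3), inflammatory (7), hypoxia (1), miR-17-92 (15), let-7 (9), miR-15/16 (4), miR-29 (3), miR-30 (5), Dlk1-Dio3 (2) and miR-99a set (3) members.

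**Figure D1:**
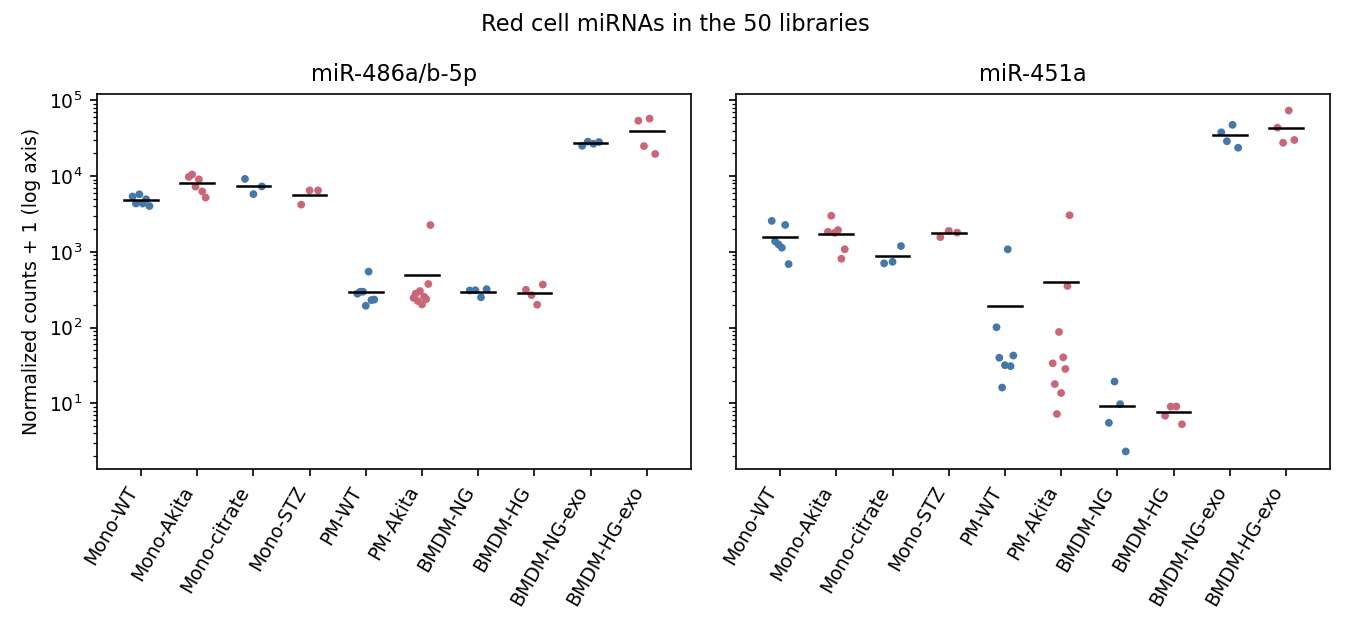
miR-486a/b-5p and miR-451a in the 10 groups, as normalized counts plus 1 on a log axis, with libraries as dots and means as lines. miR-486a/b-5p stands at 4799.9 counts in Mono-WT, 8017 in Mono-Akita and 38968 in BMDM-HG-exo.

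Peritoneal macrophages answered the same question in tissue-resident cells and gave the clearest changes of any glucose or diabetes comparison (PM-Akita, n = 9, against PM-WT, n = 7). All 3 miRNAs of the miR-99b cluster in Spaca6 rose: miR-125a-5p from 7468 ± 1032 to 22508 ± 5833 counts (3.01-fold, log2 fold change 1.56 ± 0.15, adjusted p = 1.07e-06), let-7e-5p from 3863 ± 598 to 10676 ± 3796 (log2 fold change 1.42 ± 0.18, adjusted p = 2.23e-05) and miR-99b-5p from 3593 ± 452 to 8719 ± 2113 (log2 fold change 1.25 ± 0.14, adjusted p = 4.21e-06), each in 9 of 9 PM-Akita samples. Their hairpins lie within 692 bp of chr 17, miR-99b (17830188-17830257) and let-7e (17830352-17830444) in an intron and miR-125a (17830812-17830879) across an exon. The minor arms miR-99b-3p (log2 fold change 1.06 ± 0.24, adjusted p = 0.0105, 7 of 9) and miR-125a-3p (log2 fold change 0.94 ± 0.22, adjusted p = 0.0115, 8 of 9) rose too, while let-7e-3p did not pass (log2 fold change 1.04 ± 0.32, adjusted p = 0.0513). miR-126a, an endothelial miRNA in Egfl7 (chr 2: 26591357-26591429), rose on both arms: miR-126a-3p from 649 ± 57.9 to 1897 ± 518 (log2 fold change 1.50 ± 0.16, adjusted p = 3.99e-06, 9 of 9) and miR-126a-5p from 111 ± 39.9 to 292 ± 70.8 (log2 fold change 1.42 ± 0.21, adjusted p = 0.000166, 8 of 9). miR-194-5p rose by 0.62 ± 0.10 (adjusted p = 0.000629, 8 of 9), miR-1941-3p by 0.95 ± 0.23 (9 of 9) and miR-467a/b-5p by 0.70 ± 0.21 (8 of 9 above).

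**Figure D2:**
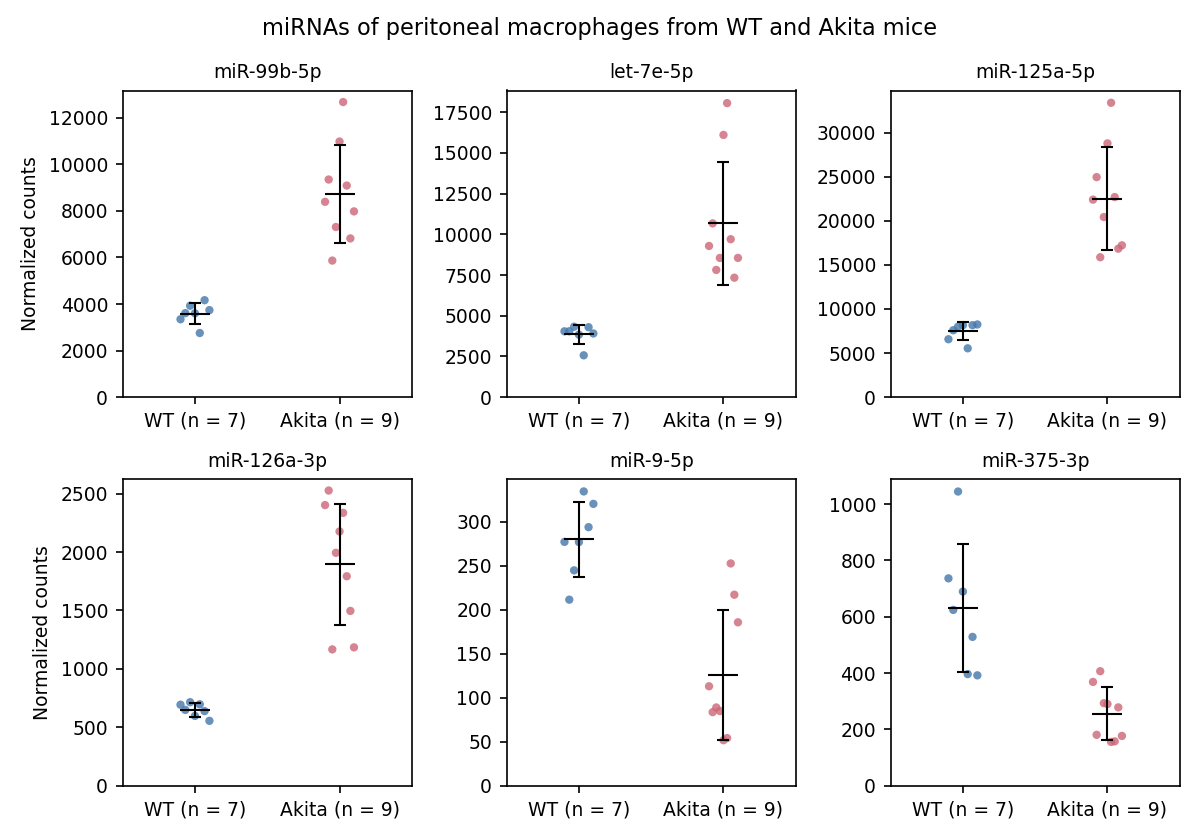
Normalized counts of 6 miRNAs in PM-WT (n = 7) and PM-Akita (n = 9) on linear axes, with libraries as dots and bars for mean ± SD. miR-125a-5p goes from 7468 to 22508 and miR-375-3p from 630.3 to 256.

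**Figure D3:**
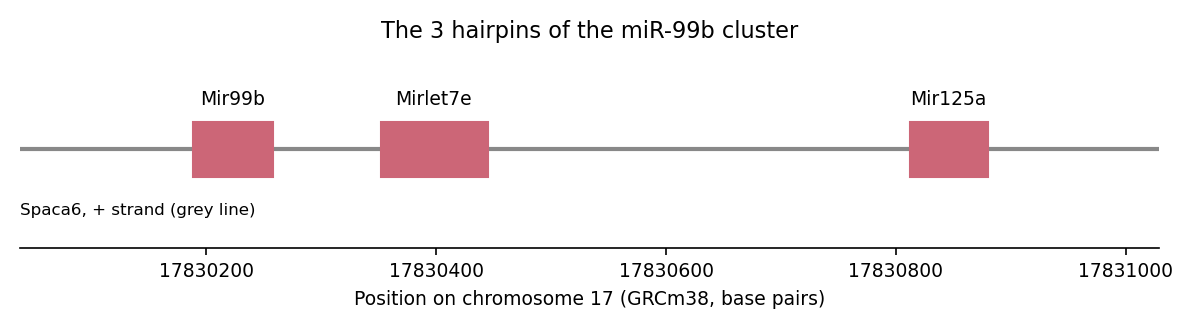
Positions on chr 17 (GRCm38, in bp) of the hairpins of miR-99b, let-7e and miR-125a on the plus strand; the grey line is Spaca6, with its exons not drawn. The hairpins run from 17830188 to 17830879.

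Fewer miRNAs fell in PM-Akita. miR-9-5p, which inflammatory stimuli induce in myeloid cells, dropped from 280.0 ± 42.3 to 125.8 ± 73.9 counts (log2 fold change -1.35 ± 0.30, adjusted p = 0.00809, 7 of 9 below all PM-WT), and miR-9b-3p of the same family from 50.8 ± 9.62 to 15.5 ± 7.72 (log2 fold change -1.80 ± 0.31, adjusted p = 0.000883, 9 of 9). The endocrine miRNA miR-375-3p (chr 1: 74900658-74900721) fell from 630.3 ± 227 to 256 ± 93.7 (log2 fold change -1.30 ± 0.24, adjusted p = 0.00135, 8 of 9), and miR-148a-3p, a repressor of Abca1, from 6827 ± 643 to 4776 ± 658 (log2 fold change -0.52 ± 0.09, adjusted p = 0.00122, 9 of 9). Smaller declines were in miR-340-5p (-0.58 ± 0.11, 9 of 9), miR-92b-3p (-0.65 ± 0.18), miR-503-5p (-0.59 ± 0.17), miR-106b-5p (-0.49 ± 0.14, 5 of 9), miR-146b-5p (-0.43 ± 0.12, 7 of 9), miR-93-5p (-0.29 ± 0.07, 7 of 9) and miR-181b-5p (-0.27 ± 0.08). edgeR did not call miR-503-5p, miR-106b-5p or miR-93-5p (adjusted p = 0.0905, 0.0799 and 0.0532). Of 367 miRNAs tested, 19 rose and 11 fell. The count depended on the model: 60 (34 up, 26 down) with a term for series, 47 with the replicate block, 15 (10 up, 5 down) with no filter and 1 with the fit over all groups. edgeR called 20 up and 9 down, DESeq2 21 up and 15 down, and CPM scaling 9 up and 21 down, with a median log2 change of -0.17 in place of -0.02. Without adjustment 37 were up and 35 down (chance 18.4 in all). All 30 calls had the same direction in series a (3 against 3, 4 up and 1 down called) and series b (4 against 6, 18 up and 11 down). That agreement is partly built in, since the calls were made on these same libraries pooled. In series b and a, miR-125a-5p was 1.64 and 1.38, miR-126a-3p 1.62 and 1.23, miR-99b-5p 1.29 and 1.18, miR-375-3p -1.51 and -1.13, and miR-9-5p -1.70 and -0.54. Leaving out PM-WT 1b or PM-WT 5b left 18 calls.

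Of the study-named miRNAs, miR-99b-5p, miR-126a-3p and miR-16-5p (32770.3 ± 1889 to 39203 ± 2987, log2 fold change 0.26 ± 0.06, adjusted p = 0.0188, 8 of 9) rose in PM-Akita, the last with a hairpin in Dleu2 (chr 14: 61631880-61631972) and another in Smc4 (chr 3: 69009902-69009996). miR-16-5p lost its call under CPM (0.10, adjusted p = 0.362). miR-423-3p, from an intron of Nsrp1 (chr 11: 77078064-77078172), was 0.25 ± 0.08 (adjusted p = 0.0527, 7 of 9, edgeR 0.0341, DESeq2 0.0333). miR-486a/b-5p was 487 ± 666 against 297 ± 117 (log2 fold change 0.24 ± 0.39, adjusted p = 0.778), and -0.11 without PM-Akita 3a. The study-named list thus had 3 of 5 up (4 adjusted over the list alone, 2 under CPM, 4 with edgeR and with DESeq2, camera adjusted p = 1.19e-05, adjusted p = 0.00806 with an estimated correlation), which is not independent evidence because the study chose it from such data. Endothelial and platelet miRNAs shifted up (2 of 4 rose, 2 adjusted over the list alone, camera adjusted p = 0.00156, adjusted p = 0.0418 with an estimated correlation), through miR-126a alone, since miR-221-3p was -0.01 ± 0.13. let-7 miRNAs also shifted up (1 of 9 rose, 1 adjusted over the list alone, 9 of 9 above 0, and 7 of 9 under CPM, camera adjusted p = 0.00182, lost at adjusted p = 0.371 with an estimated correlation), with let-7a-5p at 0.39 ± 0.17.

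The miR-17-92 miRNAs and paralogs, which act in cell proliferation, shifted down in PM-Akita (2 of 15 fell, miR-93-5p and miR-106b-5p, 3 under CPM, 0 with edgeR, 2 with DESeq2, camera adjusted p = 0.00809, lost at adjusted p = 0.322 with an estimated correlation). The liver and serum list shifted up (1 of 3 rose, miR-194-5p, 2 adjusted over the list alone and with DESeq2, camera adjusted p = 0.0296, lost at adjusted p = 0.322 with an estimated correlation and without PM-Akita 3a at 0.0750), with miR-192-5p at 0.50 ± 0.15 and liver-restricted miR-122-5p at 0.05 ± 1.18. Inflammatory miRNAs moved both ways (1 of 10 rose, miR-125a-5p, 2 fell, miR-146b-5p and miR-9-5p, mixed fry adjusted p = 0.000106). Other lists did not pass camera, though fry passed Abca1 miRNAs (down, adjusted p = 0.0372, mixed 0.0223) and the miR-99a set (down, 0.0199): 2 of 12 Abca1 miRNAs fell (3 adjusted over the list alone, under CPM and with DESeq2, 1 with edgeR), 1 of 7 lymphocyte (miR-181b-5p), 1 of 3 in the miR-99a set (miR-146b-5p), and 1 of 5 miR-15/16 miRNAs rose (0 under CPM). The hypoxia miRNA miR-210-3p was -0.53 ± 0.19 (adjusted p = 0.0915, below 0.05 adjusted over the list alone). Members that passed were 0 of 6 red cell, 0 of 4 granulocyte and myeloid (miR-223-3p, 0.25 ± 0.12), 0 of 3 stromal, 0 of 6 epithelial, 0 of 3 miR-29, 0 of 5 miR-30 and 0 of 1 Dlk1-Dio3 miRNAs.

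Whether high glucose alone alters macrophage miRNAs was asked in BMDMs (n = 4 each). miR-99b-5p, the cluster member that also rose in PM-Akita, was the only miRNA past the threshold, from 6831 ± 454 counts in BMDM-NG to 10821 ± 756 in BMDM-HG (1.58-fold, log2 fold change 0.66 ± 0.09, adjusted p = 0.00355, 4 of 4 above). Its neighbors let-7e-5p (-0.02 ± 0.16) and miR-125a-5p (0.26 ± 0.14) did not pass. miR-423-3p was 4563 ± 334 against 3559 ± 251 (log2 fold change 0.36 ± 0.10, adjusted p = 0.339, 4 of 4, DESeq2 0.0401), miR-7a-5p 6671 ± 505 against 4886 ± 735 (log2 fold change 0.46 ± 0.12, adjusted p = 0.336, 4 of 4, DESeq2 0.0222), miR-16-5p 0.32 ± 0.14, the scarce miR-126a-3p 0.80 ± 0.31 (46.7 ± 11.2 against 26.8 ± 9.42) and miR-486a/b-5p -0.08 ± 0.18. Also short of the threshold were miR-3535 (-0.60 ± 0.17), miR-183-5p (0.46 ± 0.14), miR-122-5p (0.48 ± 0.15), let-7i-5p (0.37 ± 0.12) and miR-146a-5p (0.31 ± 0.10). Of 342 miRNAs tested, limma and edgeR called 1 and DESeq2 called 3, all up, and the fit over all groups called 0 (miR-99b-5p adjusted p = 0.999), sample weights 4 and the replicate block 6. Without adjustment limma had 36 (21 up, 15 down, chance 17.1).

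The study-named list shifted up in BMDM-HG, with 1 of 5 members past the threshold, 4 adjusted over the list alone and 4 of 5 above 0 under every scaling (DESeq2 called 2). camera gave adjusted p = 0.000253, lost at adjusted p = 0.129 with an estimated correlation, and the list is not independent evidence because the study named it. Members past the threshold were 0 of 1 red cell, 0 of 6 lymphocyte, 0 of 4 granulocyte and myeloid, 0 of 3 endothelial, 0 of 3 stromal, 0 of 5 epithelial, 0 of 3 liver (1 rose adjusted over the list alone), 0 of 9 inflammatory and 0 of 2 hypoxia miRNAs. The same held for 11 Abca1, 12 miR-17-92, 9 let-7, 5 miR-15/16, 3 miR-29, 5 miR-30, 1 Dlk1-Dio3 and 3 miR-99a set miRNAs.

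PM-Akita and BMDM-HG were next searched for miRNAs that rose in both, among 300 tested in each. Only miR-99b-5p did (1 shared, 0.0567 by chance, one-sided Fisher exact p = 0.0567). With unadjusted calls 7 were shared up (miR-99b-5p, miR-126a-3p, miR-16-5p, miR-423-3p, miR-22-3p, miR-24-3p and miR-1198-5p, 2.03 by chance, Fisher exact p = 0.00164) and 3 down (miR-101a-3p, miR-101c and miR-3968, 1.40 by chance, Fisher exact p = 0.154). DESeq2 calls shared miR-99b-5p and miR-423-3p (0.190 by chance, Fisher exact p = 0.0110). These Fisher tests count each miRNA as an independent unit and do not measure spread between samples, so their p values can be too small.

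The exosome comparison asked whether glucose alters what macrophages export (n = 4 each). miR-21a-5p fell from 204123 ± 12986 counts in BMDM-NG-exo to 150580.0 ± 31022 in BMDM-HG-exo (log2 fold change -0.46 ± 0.09, adjusted p = 0.000193) and let-7f-5p from 157449 ± 13228 to 117411 ± 34146 (log2 fold change -0.46 ± 0.11, adjusted p = 0.00265), each below all BMDM-NG-exo in 3 of 4 samples. Within preparation dates, from the first to the last, miR-21a-5p was -0.75, -0.58, -0.08 and -0.43 and let-7f-5p -0.57, -0.44, -0.02 and -0.80, so each was lower in 4 of 4 pairs. Neither call held under edgeR (adjusted p = 0.363 and 0.428), DESeq2 (0.786 and 0.788), CPM (0.503 and 0.743) or with preparation date as a block (0.297 and 0.421, 0 calls). Of 420 miRNAs tested, 0 rose and 2 fell, while the fit over all groups called 63 and the filters of a mean of at least 100 or at least 5 reads left 0. Without adjustment limma had 13 (3 up, 10 down, chance 21.0). edgeR called 3 (miR-126b-3p, miR-7050-5p and miR-100-5p, all up, 19 unadjusted) and DESeq2 1 (miR-126b-3p, up, 14 unadjusted, 10 up and 4 down). The median log2 change was -0.18, and -0.03 under CPM, 0.05 with edgeR and 0.09 with DESeq2. The count was 0 without BMDM-HG-exo 4 and 1 without BMDM-NG-exo 1, BMDM-NG-exo 2, BMDM-HG-exo 1 or BMDM-HG-exo 3.

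miR-486a/b-5p was 38968 ± 19466 counts in BMDM-HG-exo against 27149 ± 1565 in BMDM-NG-exo (log2 fold change 0.37 ± 0.24, adjusted p = 0.715), above all BMDM-NG-exo in 2 of 4 samples and below all in 2, and miR-451a was 0.28 ± 0.22. By preparation date, from the first to the last, the miR-486a/b-5p difference was 1.10, -0.52, -0.20 and 1.10. let-7c-5p (-0.43 ± 0.17) was below all BMDM-NG-exo in 4 of 4, while miR-101b-3p (-8.45 ± 3.23), miR-331-3p (8.04 ± 3.09) and miR-185-5p (-7.28 ± 3.23) held at most 51 reads in any exosome library, and miR-30b-5p (-2.74 ± 1.12, 0.05 with edgeR) rested on a reading of 0 in BMDM-HG-exo 2 alone. The other study-named miRNAs were miR-126a-3p (-0.31 ± 0.21), miR-99b-5p (-0.51 ± 0.47), miR-16-5p (-0.66 ± 0.48) and miR-423-3p (-0.32 ± 0.52). No list passed camera (smallest adjusted p 0.131, for let-7) or fry. Inflammatory miRNAs fell in 1 of 8 (miR-21a-5p) and let-7 in 1 of 9 (let-7f-5p), each 0 under CPM, edgeR and DESeq2 and the same adjusted over the list alone. None passed among 6 red cell, 6 lymphocyte, 4 granulocyte and myeloid, 4 endothelial, 7 stromal, 5 epithelial, 3 liver, 2 hypoxia, 11 Abca1, 13 miR-17-92, 6 miR-15/16, 3 miR-29, 5 miR-30, 20 Dlk1-Dio3, 3 miR-99a set and 5 study-named miRNAs.

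What separates exosomes from the cells that shed them was asked over both glucose levels (n = 8 each). Red cell miR-451a (chr 11: 78073170-78073241) rose from 7.41 ± 5.08 counts in BMDMs to 39097 ± 16159 in exosomes (log2 fold change 12.31 ± 0.44, adjusted p = 1.75e-12) and miR-486a/b-5p from 292 ± 51.9 to 33058 ± 14260.4 (113-fold, log2 fold change 6.74 ± 0.25, adjusted p = 2.06e-12), each in 8 of 8 exosome libraries. miR-126a-3p went from 36.8 ± 14.3 to 41146 ± 11734 (10.13 ± 0.31, 8 of 8) and miR-126a-5p from 4.60 ± 5.06 to 11339.5 ± 2292 (11.49 ± 0.54). miR-10b-5p, from an intron of Hoxd3 and Hoxd4 (chr 2: 74726070-74726137), rose by 11.02 ± 0.29 to 47508 ± 14464. Also among the highest were Dlk1-Dio3 members miR-487b-3p (10.52 ± 0.67), miR-379-5p (10.26 ± 0.66), miR-409-3p (9.97 ± 0.62, chr 12: 109743158-109743236, in an intron of Mirg) and miR-127-3p (9.63 ± 0.60, chr 12: 109592846-109592915, antisense to Rtl1), with miR-5119 (9.83 ± 0.55) and miR-224-5p (9.67 ± 0.49). miR-21a-5p, the most abundant BMDM miRNA here, fell from 565260.0 ± 76394 to 177351 ± 36108 (-1.69 ± 0.12, 8 of 8 below). The lowest were miR-29c-3p (-8.05 ± 0.90, 498 ± 73.1 to 17.5 ± 49.6), miR-301a-3p (-7.52 ± 1.11), miR-466b/c/p-3p (-7.21 ± 0.90), miR-466a/e-3p (-7.19 ± 0.90), miR-221-5p (-6.84 ± 1.58), miR-1843b-5p (-6.82 ± 0.71), miR-669a/p-5p (-6.77 ± 0.80), miR-872-5p (-6.66 ± 0.70), miR-27a-5p (-6.59 ± 0.78) and miR-222-5p (-6.52 ± 0.94). These 10 read 0 in 4 to 7 of 8 exosome libraries, where the 3-read floor is 69.8 to 277 counts, so their folds rest on detection.

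**Figure D4:**
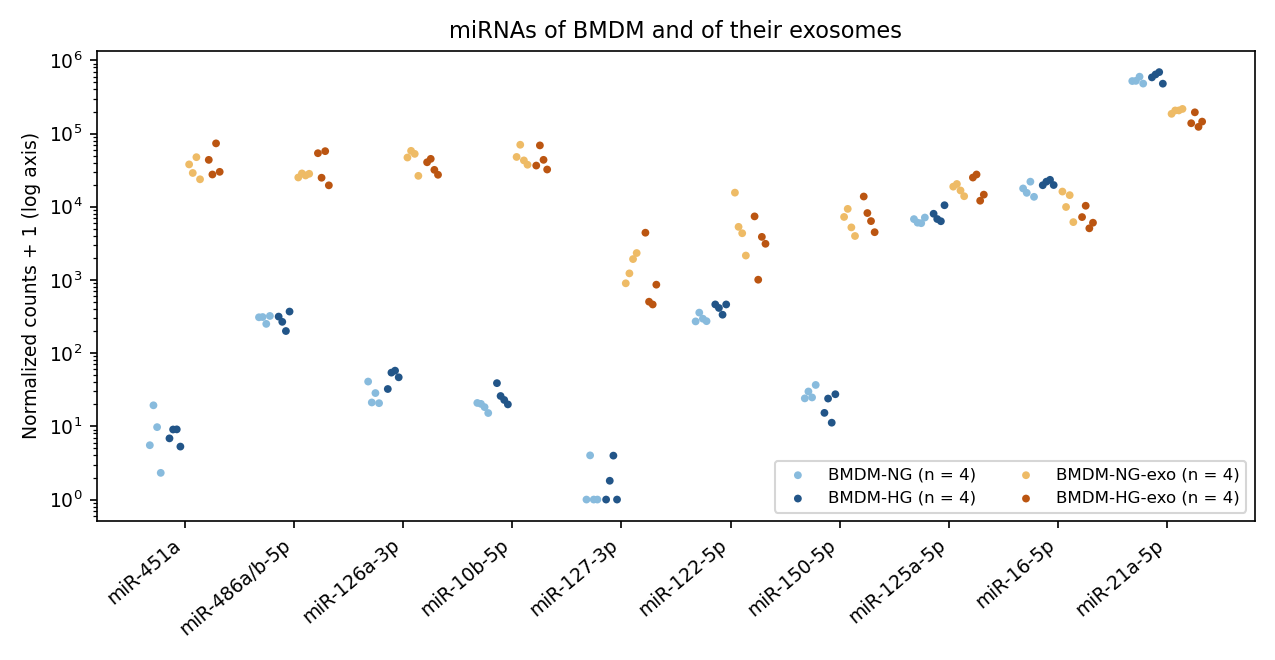
Normalized counts plus 1 (log axis) of 10 miRNAs in BMDM-NG, BMDM-HG, BMDM-NG-exo and BMDM-HG-exo, with libraries as dots (n = 4 each). miR-451a averages 7.41 in cells and 39097 in exosomes, and miR-21a-5p 565260.0 and 177351.

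Of 452 miRNAs tested in exosomes against cells, 74 rose and 157 fell, and the balance turned with the scaling: edgeR called 276, of which 130 fell, and DESeq2 139 up and 76 down. Without adjustment 85 were up and 177 down. The count was 444 with no filter (68 up, 376 down) and 113 with at least 5 exosome reads (69 up, 44 down). The median log2 change was -0.65, and -0.36 under CPM, -0.02 with edgeR and 0.72 with DESeq2, so folds near these values have no fixed sign. The red cell list shifted up (4 of 6 rose, 6 adjusted over the list alone and 6 under CPM, edgeR and DESeq2, camera adjusted p = 0.00462, adjusted p = 0.0383 with an estimated correlation). So did the Dlk1-Dio3 list, an imprinted cluster that macrophages barely express (13 of 19 rose, 18 with edgeR, 17 with DESeq2, and 19 of 19 above 0 under every scaling, camera adjusted p = 4.82e-06, adjusted p = 0.00332 with an estimated correlation). Stromal miRNAs shifted up (3 of 7 rose, 4 with edgeR and with DESeq2, camera adjusted p = 0.0469, lost at adjusted p = 0.313 with an estimated correlation), led by miR-10b-5p, miR-143-3p (6.25 ± 0.51) and miR-199a/b-3p (5.76 ± 0.45). The study-named list shifted up (3 rose and 1 fell of 5, 2 and 2 with edgeR, camera adjusted p = 0.0475, lost at adjusted p = 0.313 with an estimated correlation) and is not independent evidence, since its miRNAs were chosen by the study. There miR-16-5p fell (-1.12 ± 0.23), miR-423-3p rose (0.92 ± 0.23, but -0.02 with edgeR) and miR-99b-5p was 0.09 ± 0.30 (-0.77 with edgeR).

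Other lists did not pass camera in exosomes, while fry, which does not set a list against other miRNAs, passed all of those tested except the miR-99a set (lymphocyte up, adjusted p = 4.17e-06, endothelial up, 1.01e-11, miR-29 down, 1.76e-07, and miR-15/16 down, 3.65e-05). Lymphocyte miRNAs rose in 3 of 6 (1 rose and 2 fell with edgeR), with miR-150-5p (chr 7: 45121757-45121821) from 23.2 ± 8.02 to 7333 ± 3191 (8.22 ± 0.40) and miR-342-3p (1.003 ± 0.19) and miR-181a-5p (1.01 ± 0.24) losing their calls with edgeR (0.04 and 0.11). Liver miR-122-5p (chr 18: 65248861-65248926), a serum-borne miRNA, rose from 358 ± 79.5 to 5347 ± 4569 (3.52 ± 0.46, 1 of 3 in its list), and epithelial miR-203-3p by 7.78 ± 0.58, while 3 of 7 epithelial miRNAs fell (3 rose and 2 fell with edgeR). Endothelial miRNAs rose in 2 of 4 (miR-126a) and fell in 2, miR-222-3p (-0.73 ± 0.09) and miR-221-3p (-0.71 ± 0.11). let-7 miRNAs fell in 6 of 9 (8 with edgeR) and rose in 1, let-7b-5p (1.66 ± 0.18). All 3 miR-29 miRNAs fell (miR-29a-3p, -1.51 ± 0.27), as did 4 of 6 miR-15/16 miRNAs (3 with DESeq2) and 2 of 4 granulocyte and myeloid miRNAs (4 with edgeR, 1 with DESeq2). miR-17-92 miRNAs rose in 3 of 13 and fell in 7 (1 and 7 with edgeR, 2 and 3 with DESeq2), and miR-92a-3p (0.72 ± 0.10) turned with edgeR (-0.26). Abca1 miRNAs rose in 4 of 12 and fell in 3 (4 and 7 with edgeR, 4 and 2 with DESeq2), inflammatory miRNAs rose in 1 of 8 (miR-125a-5p, 1.34 ± 0.17) and fell in 3 (2 with edgeR and with DESeq2), and miR-30 miRNAs rose in 2 of 5 (miR-30a-5p, 3.24 ± 0.17, miR-30c-5p, 1.63 ± 0.13) and fell in 1 (miR-30d-5p, -0.69 ± 0.14, 2 fell with edgeR and with DESeq2). In the miR-99a set 1 of 3 rose (miR-99a-5p, 1.01 ± 0.13, 0.02 with edgeR, where 0 rose and 1 fell), and 1 of 2 hypoxia miRNAs fell (0 with edgeR and DESeq2).

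Interaction tests asked which differences themselves differ between groups. The glucose response of exosomes and cells differed for miR-1247-3p, from Dio3os (chr 12: 110278048-110278129): it read 0 in 4 of 4 BMDM-NG-exo and in all BMDMs and averaged 528 ± 339 (35 reads in all, as few as 1 in a library) in BMDM-HG-exo, at least 4.18-fold higher (log2 difference 8.23 ± 1.30, adjusted p = 0.00732, 1 of 452 tested, 0 with edgeR, 4 other miRNAs with DESeq2). That call was lost with a pseudocount of 5, a mean of at least 100 or at least 5 exosome reads. Akita mice differed between macrophages and monocytes for miR-338-3p (6.86 ± 0.59, adjusted p = 2.71e-09) and miR-467c-5p (5.36 ± 0.96, adjusted p = 0.00123), 2 of 390 tested (edgeR 21, DESeq2 25). The interaction fits pool deep and shallow libraries under a single variance per miRNA. For miR-338-3p the resulting SE is below that of its monocyte difference alone, so the p values of these fits can be too small. miR-338-3p was level in macrophages, 111 ± 29.5 in PM-Akita and 108 ± 22.3 in PM-WT, while miR-467c-5p stood at 46.2 ± 17 and 33.5 ± 10.6 there and was not called. STZ and Akita monocytes differed for let-7d-3p (-1.17 ± 0.21, adjusted p = 0.00490), which stood at 20130.3 ± 1379 in Mono-Akita and 18200.2 ± 1959 in Mono-WT, and for miR-338-3p (10.32 ± 1.96, adjusted p = 0.00651), at 105 ± 1.86 in Mono-STZ and 19.9 ± 19.9 in Mono-citrate. These were 2 of 386 tested (edgeR 3, DESeq2 10, with 6 up and 4 down).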

Values the study reported

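In Ly-6Chi monocytes of streptozotocin-treated mice the authors reported 23 miRNAs that differed from citrate-treated controls. For monocytes of Akita mice they reported 4, with miR-486-5p among those that rose. In Akita peritoneal macrophages the authors reported 24 miRNAs up and 14 down, and in BMDMs kept in high glucose 22 up and 11 down. They named miR-99b-5p, miR-423-3p, miR-126a-3p and miR-16-5p as higher in both of these macrophage comparisons. In exosomes of BMDMs kept in high glucose the authors reported 14 miRNAs that differed, 10 up and 4 down, at p < 0.05. DESeq2 without adjustment, above, gave the same counts up and down, but whether the miRNAs are the same was not compared. The authors also reported miR-486-5p as enriched in these exosomes, by sequencing and again by qRT-PCR. The paper's methods name DESeq2 and Benjamini-Hochberg adjusted p values for the genes it reports. No p threshold stands beside the counts for cells in the paper's text, so they may differ in stringency from the adjusted calls above.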

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

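Of the tests below, those of single list members after thinning, of vesicles from red cells alone and of label exchanges within day marks and series were written only after the results were seen.

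miR-486a/b-5p in Mono-Akita could reflect red cell RNA in the sorted cells. In the red cell list 2 of 6 members were above 0, with a median log2 fold change of -0.82, against -0.48 over all miRNAs. Red cell miR-451a did not differ in step (0.18, exact permutation p = 0.641), while miR-486a/b-5p had exact permutation p = 0.00649 over 924 arrangements, yet their log2 ratio of 0.53 had exact permutation p = 0.104, so red cell RNA can neither be shown nor ruled out. After thinning all 12 libraries to 128692 reads the log2 difference was 0.72 ± 0.20, against 0.71 ± 0.19 before, so random sampling of fewer reads did not alter it. Thinning keeps the expected level of each library and could hardly move a miRNA this abundant. Other effects that go with shallow Mono-Akita libraries were therefore not excluded. A count of nucleated red cell precursors or a qPCR of both miRNAs in resorted cells would decide.

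Red cell, endothelial and lymphocyte miRNAs in exosomes may come from serum left in the medium, and liver-restricted miR-122-5p rose with them (3.52 ± 0.46), as that origin predicts, while the other members of its list, miR-192-5p (-2.12 ± 1.73, 0.67 with DESeq2) and miR-194-5p (-1.57 ± 1.70, 0.99 with DESeq2), read 0 in 3 of 8 exosome libraries each and passed in neither direction. The shallow exosome libraries alone were undecided by the test written beforehand (median 4.31 ± 1.72 over 16 members with BMDMs thinned). Of the 9 members called higher, 7 stayed called in all 20 thinned sets, and the miR-144 arms did so in 18 of 20. Thinning moves members that are scarce in BMDMs, such as miR-451a, toward a reading of 0 there. That tends to keep such calls, so this count does not exclude depth. Endothelial miR-126a-3p and stromal miR-10b-5p were both higher too, by at least 9.51 (the smaller difference less 2 SE). Red cell vesicles as the only source would have to carry both. The content of such vesicles was not measured here, so this source is not excluded. Sequencing of medium that never held cells would separate serum from macrophage miRNAs.

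miR-486a/b-5p in BMDM-HG-exo could vary with serum or red cell RNA between preparations. Across 8 exosome libraries miR-486a/b-5p and miR-451a had a Spearman correlation of 0.429 (permutation p = 0.299, upper bound 0.870), so this cannot be told, and Pearson r of log2 values was 0.70 (permutation p = 0.0580), or 0.51 without the 2 farthest libraries.

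Exchanges of group labels asked whether chance could give as many calls, with the real labels counted among the splits. In exosomes 5 of 35 splits gave at least the 2 real calls (highest other 2), and 2 of the 8 splits that part every dated pair did. In BMDMs 3 of 35 gave at least the 1 real call (highest other 5), and in Akita monocytes 5 of 100 (highest other 1), where a split by day mark also gave 1, so chance cannot be excluded in these. STZ monocytes allow 10 splits, too few for a share under 5%, and any split reaches a real count of 0 (10 of 10; highest other 0). In peritoneal macrophages 1 of 100 reached the real 30 (highest other 4) and in exosomes against cells 1 of 100 the real 231 (highest other 0). Chance is excluded there only if libraries are separate units, which the labels of the cells do not say. A split of peritoneal macrophages by series a and b gave 138 calls, which points to structure that follows the letters, and the values within series stand beside the pooled ones above. For the interactions, splits reached the real count in 64 of 100 (exosomes and cells; highest other 5), 23 of 100 (macrophages and monocytes; highest other 18) and 6 of 100 (STZ and Akita; highest other 3), so chance cannot be excluded for these counts.

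Because the series differ, labels were also exchanged only within the day marks of monocytes and the series of macrophages. In peritoneal macrophages 1 of 100 such splits reached the real 30 (highest other 10), so chance stays excluded on the same condition. Within a genotype some numbers recur under both letters, and the labels do not say whether these are samples of the same animal. For macrophages and monocytes 28 of 100 reached the real 2 (highest other 26), so chance is not excluded for that count. Akita monocytes (real 1, highest other 2) and STZ and Akita (real 2, highest other 2) had 4 of 100 each, a share of other splits with an exact 95% interval from 0.629% to 8.60%, which leaves chance open. The splits weigh the number of calls and do not test miR-338-3p or miR-467c-5p by themselves.

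Single libraries stood apart from the others of their group in 29 of 184 sets of values, against a nominal chance number of 9.20. That number does not hold for sparse miRNAs, since a single library above 0 among others at 0 stands apart automatically. Several of the sets below are of this kind, so the excess is not evidence of unusual libraries. In exosomes, miR-99b-5p was 7021 in BMDM-NG-exo 4 (others 11989 to 13351). miR-101b-3p was 162 in BMDM-HG-exo 1 (others 0), miR-331-3p 659 in BMDM-NG-exo 2 (others 0) and miR-185-5p 856 in BMDM-HG-exo 2 (others 0). miR-30b-5p was 0 in BMDM-HG-exo 2 (others 3979 to 5903). miR-126a-5p was 8675 in BMDM-HG-exo 1 (others 12052 to 12268) and miR-379-5p 911 in BMDM-NG-exo 3 (others 4573 to 5181). BMDM-NG-exo 3 alone held miR-29c-3p, miR-466b/c/p-3p and miR-466a/e-3p (140.2 each), miR-1843b-5p and miR-872-5p (35 each) and miR-669a/p-5p (70.1). BMDM-NG-exo 4 alone held miR-301a-3p (590.0) and BMDM-NG-exo 1 alone miR-27a-5p (59.9).

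In BMDMs, miR-486a/b-5p was 250.1 in BMDM-NG 5 (others 308 to 321). miR-487b-3p was 1.84 in BMDM-NG 6 and miR-127-3p 3.01 in BMDM-NG 3 (others 0). miR-29c-3p was 566 in BMDM-NG 1 (others 476 to 487) and 339 in BMDM-HG 6 (others 522 to 556). miR-221-5p was 1669.8 in BMDM-NG 6 (others 2090 to 2172) and miR-222-5p 222 there (others 244 to 248). In monocytes, miR-99b-5p was 0 in the Mono-WT library of samples 3 and 4 of the first day mark (others 44.8 to 176). miR-467c-5p and miR-450b-5p were 0 in Mono-WT 2 (others 22.7 to 98.5 and 40.1 to 107), and miR-450b-5p was 6.77 in Mono-Akita 3 (others 0). In macrophages, miR-486a/b-5p was 547 in PM-WT 1a (others 193 to 297) and 2258 in PM-Akita 3a (others 201 to 375), and let-7e-5p was 2571 in PM-WT 1a (others 3839 to 4328). The interaction values set apart were 8.23 (miR-1247-3p), 6.86 and 10.32 (miR-338-3p), 5.36 (miR-467c-5p) and -1.17 (let-7d-3p).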

How the results depend on the processing

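The settings were fixed beforehand except the filter of at least 5 exosome reads, the thinned fits, the tests without single monocyte and macrophage libraries and the monocytes of the same full date, which were added after the first results were seen. For 136 combinations of a printed miRNA and a comparison 2983 values were recomputed: 2692 stayed the same, 174 were weaker, 65 stronger and 52 reversed.

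Exosome glucose calls (2) became 0 with a mean of at least 100, 0 under CPM, 0 with the replicate block, 0 with at least 5 reads (223 tested), 3 with edgeR, 1 with DESeq2 and 63 with the fit over all groups. Without single libraries they were 0 to 2. BMDM calls (1) became 3 with DESeq2, 4 with weights, 0 with all groups and 6 with the block (3 up, 3 down), and stayed 1 without any library. Akita monocyte calls (1) became 0 with a pseudocount of 5, 0 with a mean of at least 100, 0 with edgeR, 0 with the block and 0 after thinning, 2 with DESeq2, 3 with weights and 15 with all groups, and stayed 1 with a term for day. They were 0 of 375 tested among 3 Mono-WT and 2 Mono-Akita libraries of the same full date. They were 0 to 4 without single libraries. STZ calls (0) became 4 with a mean of at least 100, 19 with DESeq2, 6 with weights, 4 with all groups and 1 with the block, and were 0 to 2 without single libraries; the median log2 change of 0.17 was 0.02 with edgeR and 0.05 with DESeq2.

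Macrophage calls (30) became 15 with no filter, 1 with all groups, 47 with the block and 60 with a term for series (34 up, 26 down). They were 18 to 32 without single libraries. Calls of exosomes against cells (231) became 444 with no filter (68 up, 376 down) and 113 with at least 5 reads (69 up, 44 down), and were 206 to 239 without single libraries. The interaction of exosomes and cells became 0 with a pseudocount of 5, a mean of at least 100, edgeR or at least 5 reads. Macrophages and monocytes (2) became 3 with a pseudocount of 5, 1 with a mean of at least 100 and 21 with edgeR. STZ and Akita (2) became 3, 1 and 3 in the same order. Shared calls of PM-Akita and BMDM-HG (1) were 10 unadjusted and 2 with DESeq2. List calls with an estimated correlation were 0 in BMDMs, 2 in macrophages (camera 4 without PM-Akita 3a) and 2 in exosomes against cells (fry 16).

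Named values that reversed were miR-30b-5p in exosomes (edgeR 0.051, DESeq2 0.13, without single libraries -3.85 to 0.33), miR-486a/b-5p in BMDMs (block 0.12, without single libraries -0.21 to 0.085), miR-16-5p in Akita monocytes (block -0.074) and miR-423-3p there (without Mono-WT 5 -0.037, without Mono-Akita 3 -0.018, without Mono-WT 2 0.18). In STZ monocytes miR-126a-3p reversed (block -0.047, without Mono-STZ 2 -0.07, without single libraries -0.14 to 0.45). In macrophages miR-486a/b-5p did (DESeq2 -0.17, without single libraries -0.11 to 0.40), and miR-221-3p (edgeR 0.015, DESeq2 0.0034, weights 0.025, block 0.016, series term 0.032, without single libraries -0.070 to 0.043). In exosomes against cells so did miR-423-3p (edgeR -0.018) and miR-99b-5p (edgeR -0.77, DESeq2 -0.0092, without single libraries -0.086 to 0.27). miR-92a-3p (edgeR -0.26), miR-192-5p (DESeq2 0.67) and miR-194-5p (edgeR 0.22, DESeq2 0.99) reversed there too, as did let-7e-5p in BMDMs (edgeR 0.00081, block 0.063, without single libraries -0.163 to 0.0857). miR-451a did in exosomes (without single libraries -0.0123 to 0.459) and in Akita monocytes (-0.0241 to 0.379), and miR-122-5p in macrophages (pseudocount of 5 -0.0069, CPM -0.0858, without single libraries -0.493 to 0.628).

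For pairs that share only a replicate number, correlations after group means were removed ran from -0.04 to 0.13 in BMDMs, -0.08 to 0.10 in Akita monocytes, -0.06 to 0.04 in STZ monocytes and -0.11 to 0.22 in macrophages. From the control side the partner was the best match in 1 of 2, 1 of 4, 1 of 2 and 0 of 7 pairs.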

Other observations

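The cluster test below was chosen only after the rise of miR-99b-5p, let-7e-5p and miR-125a-5p in PM-Akita and of miR-99b-5p in BMDM-HG had been seen.

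The miR-99b cluster in Spaca6, whose members rose in PM-Akita, was followed through every diabetes and glucose comparison as the mean log2 level of miR-99b-5p, let-7e-5p and miR-125a-5p. It was higher by 1.41 ± 0.15 in PM-Akita (9 of 9 above all PM-WT), the rise that prompted the test and so not tested again. Of the other 4, Mono-STZ had 1.25 ± 0.58 (exact permutation p = 0.1, the smallest of 20 arrangements, adjusted p = 0.2) and BMDM-HG 0.30 ± 0.13 (exact permutation p = 0.0857, adjusted p = 0.2). The BMDM-HG value holds the rise of miR-99b-5p that also prompted the test, so its p is not independent evidence. Mono-Akita had 0.81 ± 1.26 (exact permutation p = 0.548) and BMDM-HG-exo -0.21 ± 0.32 (exact permutation p = 0.543), both with adjusted p = 0.548. Within BMDM-HG only miR-99b-5p rose (0.66 ± 0.09), with let-7e-5p at -0.02 ± 0.16.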
